A study of Homo sapiens with 2 samples. Its data were reported in "GRHL3 binding and enhancers rearrange as epidermal keratinocytes transition between functional states" (2017).

How the data were processed

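GRHL3 binding was measured by ChIP-Seq, in which DNA bound by a protein is pulled down with an antibody and sequenced. The cells were primary normal human epidermal keratinocytes (NHEK), grown to a confluent layer and scratched in a grid so that cells at the scratch edges migrate (NHEK-M). Chromatin was collected 12 hours after scratching. The series holds 1 group of 2 replicate libraries, taken from the replicate numbers in the sample titles. No input library, other cell state or knockdown was analysed here, so no comparison between conditions was made.

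The authors sequenced single-end reads on an Illumina HiSeq instrument, aligned them with Bowtie, kept reads that aligned to a unique position and called GRHL3 peaks with MACS. The versions and the calling threshold are not given in the sources used here, and neither is the genome build. The paper lists input samples among its sequencing libraries but does not say whether they served as the control for these peaks. The filtering to unique alignments means that repeated sequence can hold peaks only where reads could be placed, so peak edges may be set by the sequence as well as by binding. The lists name peaks as numbered regions and hold a start below 0, and whether they are the direct output of MACS or were changed afterwards is not given in the sources used here. Peak widths and edges are therefore those of the deposited lists, and what set them is not known. The authors deposited 1 peak list per library, not a pooled list. Each deposited list has 6 columns, which are the sequence name, the peak start, the peak end, a running region name, a score and a strand. The score column deposited by the authors is 0 in every row of both lists and the strand is always plus, so the lists carry no peak height, fold enrichment, p-value or read count. The read depth of the libraries is therefore unknown, and peaks could not be ranked by strength. The deposited start and end were used as given, with starts counted from 0 in the lists and from 1 in the positions printed here. Each list has 1 start below 0, on the mitochondrial sequence.

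Peaks were counted as shared when they overlapped a peak of the other list by at least 1 bp, which is the default of the BedTools program intersectBed that the study's methods name for overlaps of regulatory regions. The same counts came from bedtools 2.31.1 (18675 peaks of replicate 1 and 18657 of replicate 2). A shared region was a chain of overlapping peaks with members in both lists. Shares are given with exact Clopper-Pearson 95% intervals, which cover counting error over peaks only. They do not cover variation between cultures. For values measured in each list on its own, the SD over the 2 replicates is given. The overlap has no such SD, since it is a single comparison of the 2 lists. With 2 libraries of 1 group no test across samples was made, and no p-value was computed across peaks, which are not replicates. Observed shares were instead set beside random placements. In the main one, the other list was rotated along each chromosome by a random distance within the span from the first to the last peak of both lists, 1000 times. In others, each peak was placed at random on its chromosome or its midpoint was moved within its own 1 Mb bin, 100 times each. A peak was called close to another when the gap to the nearest peak of its own list was at most 12.5 kb. Density was the number of peaks per Mb of the covered span of each autosome. The sex chromosomes are in the total counts but were not reported on their own, since the cells come from donors. The analysis was run in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1.

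The overlap code was tested on simulated lists. Against a list made of copies of 60.2% of the 26040 peaks of replicate 1, each moved by a small random distance, it returned a shared share of 60.2%. The moves were smaller than any peak, so the copies overlapped by construction, and this checks the code only. Against 20 lists placed at random with the size of replicate 2, the ratio of observed to rotated overlap averaged 0.99. Those lists lack the regional density that the replicates share. This check could therefore not show whether rotation gives too low a chance overlap.

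The tests and alternative settings were written before the data were examined, except those named in the closing section as added later. Because the scores are all 0, the planned agreement of scores, the comparison of scores between shared and single-replicate peaks, and the alternatives based on score were replaced by peak width, which was chosen after the score column was seen. The planned rule for named regions (promoter peaks at a fixed list of genes, and the regions ranked highest by score) gave no names for the same reason and because no annotation of the build of the lists was used here. On 14 of the 22 autosomes a peak lies past the last gene of the GRCh38 annotation, so these positions were not set against it. Promoter shares, genomic features, genes and the planned motif searches (GRHL, REST, ETS, STAT and KLF) were not analysed here. Positions printed below are those of the lists, and the gene, exon or intron at them is not stated. The regions named were chosen after their values were seen, as the densest 1 Mb bins and the widest shared peaks.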

Results

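GRHL3 is a transcription factor of the Grainyhead-like family that acts in both the differentiation and the migration of epidermal keratinocytes. To locate its binding sites during migration, GRHL3 ChIP-Seq was performed in duplicate on NHEK-M, 12 hours after the cell layer was scratched. According to the paper, only cells along the scratch edges migrate, so the chromatin came from a mixed population. The data are 2 lists of called peaks, and the question that this design can address is how far the binding sites found in the 2 replicates coincide. The read depth behind the peaks is unknown.

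Replicate 1 had 26040 peaks and replicate 2 had 27892 peaks, a mean of 26966 ± 1310 (SD, n = 2). Replicate 2 thus had 7.11% more peaks than replicate 1, and it had more on each of the 22 autosomes. The median peak width was 1211 bp in replicate 1 and 1237 bp in replicate 2, a mean of 1224 bp ± 18 (SD, n = 2). Between percentiles 5 and 95, widths ran from 754 to 2618 bp in replicate 1 and from 756 to 2836 bp in replicate 2. Within each list no peaks overlapped each other. The peaks covered 36.5 Mb in replicate 1 and 40.7 Mb in replicate 2. The difference in covered sequence was 11.4% of replicate 1.

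The overlap of the replicates was measured next, since the study used it to define its GRHL3 sites in NHEK-M. In replicate 1, 18675 peaks overlapped a peak of replicate 2, which is 71.7% of the list (exact 95% interval 71.2 to 72.3%). In replicate 2, 18657 peaks overlapped a peak of replicate 1, which is 66.9% (66.3 to 67.4%). The mean of these shares was 69.3%. Both come from a single intersection divided by lists of different length, so their difference is not a replicate error of the overlap. These peaks formed 18602 regions bound in both replicates. The remaining 7365 peaks of replicate 1 and 9235 peaks of replicate 2 were found in a single list. By sequence covered, 26.4 Mb lay in both lists out of 50.7 Mb in either, which is 52.1%.

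The overlap was far above that of randomly placed peaks. When the other list was rotated along the chromosomes, 3.42% of the replicate 1 peaks were shared on average, with a range of 2.83 to 4.30% over 1000 rotations. For replicate 2 the average was 3.21%, with a range of 2.66 to 4.40%. The observed shares were 20.95 and 20.8 times these averages. The rule for overlap moved this excess most, to a mean of 126-fold when midpoints had to lie within 200 bp of each other. This rule also accepts fewer random overlaps by construction. When midpoints were moved at random only within their own 1 Mb bin, which keeps the regional density of peaks, 6.20% of replicate 1 and 5.83% of replicate 2 were shared by chance, and the excess was 11.6-fold and 11.5-fold. The rule for overlap also moved the shared share most. With midpoints within 200 bp, 59.5% of replicate 1 and 55.5% of replicate 2 were shared.

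Peaks found in both replicates were wider than those found in a single replicate. In replicate 1 the median width was 1341 bp for shared peaks and 988 bp for single-replicate peaks. In replicate 2 these medians were 1388 and 1003 bp. A shared peak was the wider in 74.3% of all pairs of a shared and a single-replicate peak of the same list. This is the mean of 74.96% in replicate 1 and 73.7% in replicate 2, where the classes of both lists come from a single intersection. The requirement of midpoints within 200 bp lowered this value most, to 60.7%. When each list was split into 5 equal classes by width, the shared share rose with every class in both replicates. The mean of the lists was 38.7% in the narrowest class and 88.7% in the widest class, and the exact intervals of these classes lay far apart in each list. A wider peak also overlaps more by chance, but the rotated lists gave only 2.53 to 4.93% in replicate 1 and 2.30 to 4.74% in replicate 2 across the classes.

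**Figure D1:**
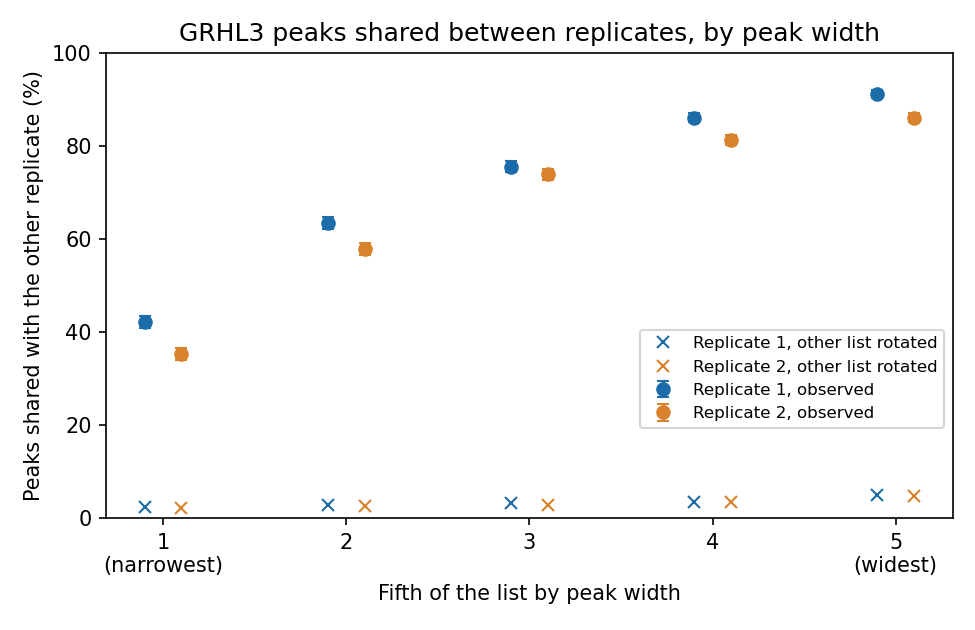
The vertical axis is the percentage of peaks that overlap a peak of the other replicate, and the horizontal axis is the class of peak width, from 1 (narrowest) to 5 (widest). Circles are observed shares with exact 95% intervals and crosses are the averages over 100 rotations of the other list. The share rises from 42.2% to 91.2% in replicate 1 and from 35.2% to 86.1% in replicate 2.

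Of the shared regions, 18481 consisted of exactly 1 peak from each list. The median distance between the midpoints of these paired peaks was 58 bp, and 83.7% had midpoints within 200 bp. Peak widths in the 2 replicates were correlated across the pairs (Spearman's rho 0.84), where pairs are regions and not independent replicates. The replicate 2 peak was the wider in 58.7% of pairs, with a median difference of 33 bp. This extension was at both edges, with replicate 2 peaks starting 8 bp earlier and ending 9 bp later at the median.

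**Figure D2:**
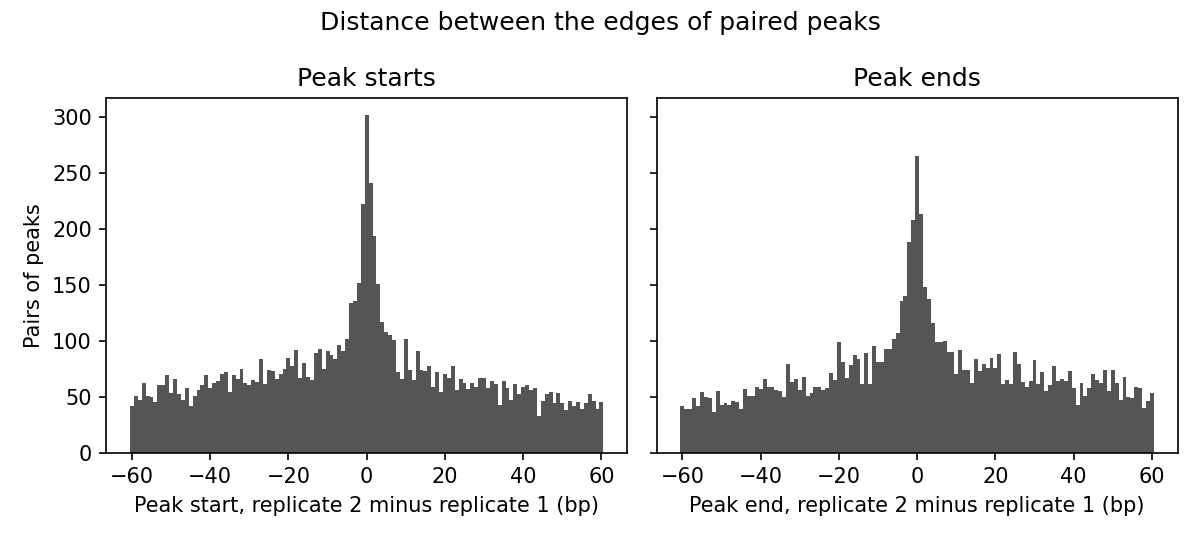
The horizontal axes give the start (left) or end (right) of the replicate 2 peak minus that of the replicate 1 peak in bp, and the bars count pairs of peaks at each distance. Both panels have a narrow maximum at 0 bp, with 302 pairs for starts and 265 for ends, on a broad base.

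Few single-replicate peaks were next to a peak of the other list. In replicate 1, 196 of them (2.66%, exact 95% interval 2.31 to 3.05%) lay within 1000 bp of a replicate 2 peak without touching it, and in replicate 2 the number was 269 (2.91%, 2.58 to 3.28%). After rotation these shares averaged 2.21% and 2.13%, with highest values of 2.62% and 2.58%. The observed shares were above all 100 rotations, but the lower bounds of both intervals lay within or at the edge of the rotated range. Within 5000 bp the shares were 12.1% (11.4 to 12.9%) in replicate 1 and 12.4% (11.8 to 13.1%) in replicate 2, and both intervals lay above the highest rotated values of 10.98% and 10.8%. Rotation does not keep the regional density of peaks. When the peaks of the other list were moved within their own 1 Mb bins, the averages within 1000 bp were 2.98% for replicate 1 and 3.15% for replicate 2, and the observed shares lay within the range of the 100 placements. Within 5000 bp the averages were 13.4% and 14.1%, and the observed shares lay below the lowest placements of 12.4% and 13.1%. Neither placement holds the peaks of the other list at the shared peaks, which single-replicate peaks cannot overlap, so the random shares are not a strict baseline.

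Super-enhancers are commonly built by stitching together sites no more than 12.5 kb apart, so the share of GRHL3 peaks this close to another peak of their list was measured. It was 34.9% in replicate 1 (exact 95% interval 34.3 to 35.5%) and 38.2% in replicate 2 (37.6 to 38.8%), a mean of 36.6% ± 2.3 (SD, n = 2). Placing the peaks at random on their chromosomes gave 25.2% and 27.0% on average, and no placement of 100 reached the observed share. The observed shares were 1.40 ± 0.02 (SD, n = 2) times the random ones. Placement within 1 Mb bins gave 35.1% and 37.9%, and the ratio of observed to random was 1.00 ± 0.01 (SD, n = 2). Random placement lets peaks of the same list overlap, which counts as close, whereas the deposited peaks never overlapped. This raises the random shares by an amount not measured. A ratio of 1.00 therefore does not exclude closer spacing than regional density gives.

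Peaks were unevenly spread over the autosomes in the same way in both replicates. The density ran from 6.40 ± 0.28 peaks per Mb (SD, n = 2) on chromosome 4 to 33.4 ± 2.8 on chromosome 19, with a median of 9.23 over the 22 autosomes. Chromosome 22 came next with 20.9 ± 1.8 and chromosome 17 followed with 17.7 ± 0.5. The densities of the replicates were correlated across the autosomes (Spearman's rho 0.98, Pearson's r 1.00), where chromosomes are not independent samples. Of the 20 densest 1 Mb bins by the mean of both replicates, 8 were on chromosome 19 and 4 on chromosome 16. The densest bin was chromosome 19, 1000001 to 2000000, with 94 peaks in replicate 1 and 98 in replicate 2. The next was chromosome 19, 3000001 to 4000000, with 76 and 86 peaks. These positions count from 1, the genome build is not given in the sources used here, and the genes in these bins were not analysed here. Over the 2708 bins that held a peak in either list, the median was 7 peaks in each replicate.

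**Figure D3:**
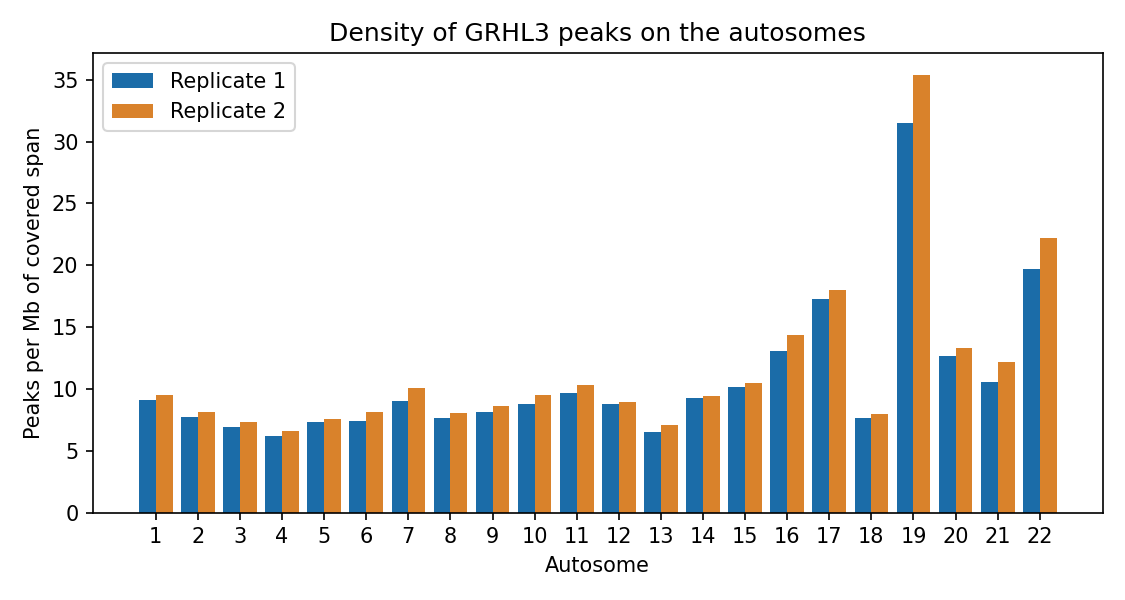
Bars give the number of peaks per Mb of the span from the first to the last peak of each autosome, for replicate 1 and replicate 2. Chromosome 19 stands at 31.5 and 35.4 peaks per Mb, and replicate 2 is the higher on every autosome.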

Values the study reported

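The study reported approximately 19,000 GRHL3 peaks in migrating keratinocytes, counted as the overlap of both replicates, and approximately 25,000 peaks in differentiating keratinocytes from a single replicate. It placed about 30 percent of the peaks in migrating cells in proximal promoters of annotated genes. In differentiating cells with GRHL3 knockdown or a scramble control, each histone mark was profiled in duplicate. The overlap between the replicates of a condition was put at roughly 70% for H3K27ac, 84% for H3K4me1 and 81% for H3K4me3.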

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

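The settings that select peaks by width, the distances of single-replicate peaks to the other list, the placement within 1 Mb bins and every alternative for the results on peak width in shared peaks, apart from leaving out a replicate, were chosen after the data were seen. Of 37 values recomputed with both replicates, 16 moved by less than their spread, 19 moved by more, and 2 changed direction. The spread was the SD between replicates, a factor of 1.5 for shared regions, a bootstrap interval for correlations, and the half-width of the exact interval for the shared share (0.55 percentage points) and its excess, since the overlap has no replicate. Joining peaks within 100 bp, or keeping only the autosomes and chromosome X, moved none of the results recomputed under it by more than that.

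The shared share, 69.3% as reported, was 67.6% with a reciprocal overlap of 0.5 and 68.3% among the 5000 widest peaks of each list. It fell to 57.5% when midpoints had to lie within 200 bp, and it rose to 74.2% among peaks wider than the median of each list. Both lists were cut in these width settings, so a partner narrower than the cut of its own list no longer counted. Against the whole other list, the widest of the 5 classes was shared at 91.2% in replicate 1 and 86.1% in replicate 2. For peaks wider than the median the number of shared regions was 9977, and with the 5000 widest peaks of each list it was 3414. Fewer peaks entered there by construction. The excess over rotation, 20.9-fold, was 21.3-fold under random placement on the chromosome, 11.5-fold under placement within 1 Mb bins, 126-fold for midpoints within 200 bp and 31.6-fold for peaks above the median width. The midpoint rule lowered the shared share and yet raised the excess, so the random share fell by more. It accepts fewer random overlaps by construction, and its higher excess is not closer agreement of the replicates. No other cause of these shifts was tested.

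The share of peaks close to another peak, 36.6% at 12.5 kb, was 14.3% at 5000 bp and 72.0% at 50000 bp, as the distance sets it, and 32.2% among peaks above the median width, where fewer peaks entered. Its ratio to random placement was 1.40 on the whole chromosome and 1.00 within 1 Mb bins. The share of pairs in which the shared peak was wider, 74.3%, was 72.7% with a reciprocal overlap of 0.5 and 60.7% for midpoints within 200 bp. The cause was not tested. The width correlation across pairs, 0.84, was 0.87 with a reciprocal overlap of 0.5, 0.82 over every overlapping pair and 0.85 as Pearson's r of log10 widths, and the cause was not tested.

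The share of single-replicate peaks near the other list was 1.29 times that after rotation at 1000 bp and 1.27 times at 5000 bp. Against placement within 1 Mb bins it changed direction, to 0.91 times at 1000 bp and 0.89 times at 5000 bp. Placement within bins keeps regional density by its construction, and rotation does not. Both placements also free peaks of the other list from the shared peaks they lie on, which no single-replicate peak overlaps. This changes the random share by construction, by an amount not measured, so neither depletion nor excess of near peaks is read from these ratios.

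Leaving out a replicate leaves the value of the other, which says nothing on stability with 2 replicates. It gives 26040 to 27892 peaks, a median width of 1211 to 1237 bp, a close share of 34.9 to 38.2% and a wider shared peak in 73.7 to 74.96% of pairs. No overlap can be computed from a single list. No paired analysis was possible because the series has 1 group. The settings that need scores, an annotation or a genome (higher-scoring peaks, a minimum score, promoter windows, motif words and their controls, chromosome length without gaps) were not run. With no read counts in the lists, how much of the difference between replicates comes from depth could not be measured.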

Other observations

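The tests in this part were all chosen after the results they bear on had been seen, and no biological explanation was tested, since the series has 1 group.

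Peak edges coincided between replicates more sharply than the general scatter of edges. Over the 18481 paired peaks the median distance was 65 bp between starts and 64 bp between ends, yet 6.01% of starts and 5.53% of ends lay within 2 bp of each other, and 302 starts and 265 ends were at the same base. Per bp of distance, pairs were 2.96 times as many at 0 to 2 bp as at 11 to 20 bp for starts and 2.59 times for ends. Smooth scatter of a single scale near these medians predicts a ratio near 1 and is argued against by these values. The counts fell gradually from 0 bp. For replicate 2 edges 0, 2 and 4 bp later, there were 302, 194 and 117 starts and 265, 148 and 116 ends. Smooth scatter that is narrow in some pairs and broad in others is therefore not excluded. Fragments present in both libraries, through exchange of reads, would put the excess at exactly 0 bp if edges were set by single reads in the same way in both lists. At 0 bp lay 21.95% of the excess of starts within 5 bp and 20.9% of that of ends. What set the edges is not known, so identical fragments cannot be told apart from other causes. A candidate explanation is that local sequence limits where reads can be placed, which could fix the edges of peaks in any library. It predicts that starts and ends coincide in the same pair. Both did so in 80 pairs against 61.4 expected of independent edges (ratio 1.30, Poisson 95% interval of the count 63.4 to 99.6), a small excess that similar depth at some sites could also give. Without a genome or reads this cannot be told apart.

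Autosomes with more peaks per Mb also had a larger share of peaks in both replicates. The shared share, as the mean of the replicates, ran from 64.9% on chromosome 6 to 77.1% on chromosome 19, and its Spearman's rho with density was 0.87 across the 22 autosomes (Pearson's r 0.87, and rho 0.85 without chromosome 19). Chromosomes are not independent samples, so these values only describe the lists. Chance overlap among dense peaks is argued against as the whole cause, since rho was 0.78 after correction for the share given by placement within 1 Mb bins. After the share was standardised for width in 10 classes, rho was -0.10 but Pearson's r was 0.53. Without chromosome 19, rho was -0.27 and r was -0.27. Peak width may therefore account for the relation among the other 21 autosomes, while it leaves chromosome 19 apart.

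Chromosome 19 was the exception. Its median width was 1228 bp in replicate 1 and 1250 bp in replicate 2, inside the range of the other 21 autosomes, but its shared share exceeded that predicted from width by 9.06 percentage points in replicate 1 and 3.99 in replicate 2, a mean of 6.52. The other autosomes reached at most 1.87 and 2.77 points in the same lists. Width alone is thus argued against for this chromosome. Chance adds more shared peaks where density is high. On chromosome 19 it added 1.48 percentage points beyond the median autosome in replicate 1 and 2.34 in replicate 2. With this taken off on every autosome alike, chromosome 19 kept 7.58 points in replicate 1, where the others reached at most 2.27, and 1.65 points in replicate 2, where the others reached 3.44. The mean of these 2 values was 4.61, above the highest mean of another autosome, 1.86. Both values come from a single intersection divided by lists of different length, so their difference is not a replicate error. Chromosome 19 thus stood above the other autosomes in the share of replicate 1 but not in that of replicate 2. The points left also depend on how chance is taken off. Chance overlap added to peak width therefore cannot be told apart from another cause. A different mix of sites on this chromosome, such as more promoters, and its GC content stay open and were not tested.

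Peaks were denser in the last 5 Mb of the autosomes than in the rest. Over this part of the covered span, the density was 2.74 times that of the rest at the median of the 22 autosomes in replicate 1, and 3.21 times in replicate 2. All 22 had a ratio above 1 in both replicates, though barely so on chromosome 19 (1.04 and 1.01). In the first 5 Mb of the covered span, the median ratio was 1.75 in replicate 1 and 1.90 in replicate 2, with 17 and 16 autosomes above 1. The span begins at the first peak, which need not lie near the end of the chromosome. A difference between the 2 ends is therefore not read from these ratios. Chromosome 21 had 43.2% and 49.9% of its peaks in the last 5 Mb. Stretches without peaks, such as assembly gaps, are argued against as the cause at the last end, since the median ratio over 1 Mb bins that hold a peak was 2.63 in replicate 1 and 2.90 in replicate 2, with 19 autosomes above 1 in each. Gene density and a GC bias in the libraries stay open. Both could be checked with the genome of the build of the lists.

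The excess of close peaks over random placement may reflect this regional density, clustering at the scale of 12.5 kb, or both. Regional density alone predicts as many close peaks as placement within 1 Mb bins gives, and the ratio of observed to random was 1.00. The placed peaks could overlap each other, which the deposited peaks never did, and overlaps count as close. This raises the random share by an amount not measured, so the ratio cannot decide. The test does not say whether the peaks that lie together belong to super-enhancers. From its enhancer maps, the paper reports stronger enrichment of GRHL3 binding in super-enhancers than in typical enhancers, in differentiating and in migrating cells. That result was not examined here.

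The widest paired peaks include stretches with nearly the same limits in both lists. The widest on the autosomes lies on chromosome 16, 33958249 to 33966836 in replicate 1 and 33958251 to 33966837 in replicate 2, 8588 and 8587 bp wide. The second is on chromosome 2, 133009496 to 133017574 in replicate 1, with edges 27 and 22 bp from those of replicate 2. Of the 20 widest pairs, 4 had both edges within 50 bp (exact 95% interval of the share 5.73 to 43.7%), against 11.2% of the 1809 pairs next in width and 18.8% of all 18293 autosomal pairs, so no difference was detectable with 20 pairs. These pairs were chosen after their values were seen, and what lies at them was not analysed here. Each list also has a single peak on the mitochondrial sequence, which starts at -149 in both, counted from 1, and ends at 8358 in replicate 1 and 4351 in replicate 2. A start below 1 lies outside the sequence.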
